# *mRNA* microarray data of FACS purified bovine small and large luteal cells

**DOI:** 10.1016/j.dib.2018.05.029

**Published:** 2018-05-24

**Authors:** Vijay S. Baddela, Arpna Sharma, Dirk Koczan, Torsten Viergutz, Andreas Vernunft, Jens Vanselow

## Abstract

Transcriptome profiling of FACS purified small luteal cells (SLC) and large luteal cells (LLC), isolated from mid-cycle corpora lutea (day 10–11), was performed using Affymetrix GeneChip Bovine Gene 1.0 ST Arrays. Gene expression was recorded using an Affymetrix gene chip scanner 3000. The corresponding expression array intensity (.CEL) files were deposited in the Gene Expression Omnibus (GSE106641). The subsequent expression analyses of CEL files were carried out for identifying important transcripts and their functions associated with SLC and LLC. These data have been comprehensively evaluated and interpreted in the companion article, “Global gene expression analysis indicates that small luteal cells are involved in extracellular matrix modulation and immune cell recruitment in the bovine corpus luteum” [1].

**Specifications Table**

**Table:** 

Subject area	Transcriptomics
More specific subject area	Bovine reproduction
Type of data	Table, figure
How data was acquired	RNA microarray analysis using Affymetrix GeneChip Bovine Gene 1.0 ST Arrays
Data format	Normalized, analyzed and filtered
Experimental factors	FACS purified small and large luteal cells
Experimental features	A comparative transcriptome analysis of small and large luteal cells isolated from specifically staged bovine mature corpora lutea by fluorescence-activated cell sorting (FACS)
Data source location	Leibniz Institute for Farm Animal Biology (FBN,) 18196 Dummerstorf, Germany
Data accessibility	The analyzed data are present in the supplementary tables. Raw microarray datasets were deposited in NCBI GEO and can be accessed at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE106641

**Value of the data**

• There are no previously published microarray data derived from small luteal cells (SLC) and large luteal cells (LLC) that were isolated from mid-cycle mature corpora lutea.
• The present transcriptome data can be compared with previously published granulosa and theca cell transcriptomes [2], [3], [4] to understand the molecular changes behind the folliculo-luteal transformation.
• The identified differentially expressed genes can inform future physiological research on luteal cell function and dysfunction.

## 1 Data

The present microarray experiment was performed using the Affymetrix GeneChip Bovine Gene 1.0 ST Arrays. 

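RNA of 4 SLC samples and 4 LLC samples was hybridised to the arrays, with 1 array for each sample. The labels call the samples of each cell type biological replicates 1 to 4. The authors made the deposited values from the CEL files with RMA, which corrects for background, normalizes across arrays and summarises the probes of a gene. The result is a log2 signal for 24415 transcript clusters on each of the 8 arrays.
Each cluster was compared between the cell types with limma, as LLC minus SLC, so that a positive log2 fold difference means a higher signal in LLC. A cluster counted as a DEG under the filter that the study states, with a fold difference above 2 either way and both p and the Benjamini-Hochberg adjusted p under 0.05 over all clusters. Groups of genes were compared through 31 lists, such as collagens, chemokines or markers of other cell types, which were tested against all other genes with camera at a preset correlation of 0.01. The lists were written after Table 2 of the study, the DEG of these same arrays, had been read. It holds 28 of 40 matrix glycoproteins and proteoglycans, 15 of 19 macrophage markers and 20 of 42 collagens. It also holds 7 of 75 genes of oxidative phosphorylation and 0 of 17 of cholesterol synthesis. The list tests are therefore not independent of that table. The adjusted p was under 0.05 for 19 lists, 4 of them shifted towards LLC and 15 towards SLC. With a correlation estimated for each list, the cell cycle list alone stayed under 0.05. The values describe all RNA of a sorted sample.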

The generated raw data files were deposited at NCBI GEO repository series GSE106641 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE106641). Analysis of raw expression array files was carried out using the Transcriptome Analysis Console 4.0 software package. 

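The arrays of one cell type were more alike than arrays of different types. HSD3B1, an enzyme of progesterone synthesis, had a signal of 11.36 ± 0.06 (SD, n = 4) in SLC and 11.63 ± 0.05 in LLC. OXT, which encodes the precursor of oxytocin, varied more in SLC (7.49 ± 0.96) than in LLC (11.16 ± 0.09). The reverse held for LHCGR, the receptor for luteinizing hormone, at 9.33 ± 0.26 in SLC and 8.16 ± 0.93 in LLC.
Over all clusters, Pearson's r ranged from 0.989 to 0.991 among the SLC arrays, from 0.978 to 0.986 among the LLC arrays and from 0.949 to 0.977 for the 16 pairs of an SLC and an LLC array. These are correlations across genes, which are not independent replicates. The SD between arrays was larger in LLC for 65.7% of clusters, with a median of 0.205 in LLC and 0.155 in SLC. LLC replicate 4 gave the highest r with an SLC array.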

Evaluation of signal data from 3′ and 5′ hybridization controls (Fig. 1a and b), and normalized signal box plots in the “Sample QC View” tab of TAC 4.0 software (Fig. 1c) revealed that sample processing and data acquisition steps have passed in the quality control (QC) checkup (Supplementary word file 1). 

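CYP11A1, which makes pregnenolone from cholesterol, had a mean over all arrays at percentile 99.9 of all clusters, and its signal was 10.93 ± 0.06 (SD, n = 4) in SLC and 11.38 ± 0.09 in LLC. PTGFR, the receptor for prostaglandin F2alpha, was at percentile 99.1, and FN1, which encodes the matrix protein fibronectin, at 99.8. By list, the median signal was 8.46 for cholesterol synthesis, 8.21 for ribosomal proteins, 7.56 for oxidative phosphorylation and 7.06 for progesterone synthesis. Lists of cells other than luteal cells ranged widely, with medians of 6.03 for fibroblast, 5.09 for endothelial, 3.36 for macrophage, 2.09 for lymphocyte, 1.97 for erythrocyte and 1.89 for granulocyte and mast cell markers. Olfactory receptors, taken as a background, had a median of 0.90 over 711 genes. Signals of different probes do not share one scale, so these levels are approximate.
In the annotation used here, 19145 of the 24415 clusters had at least 1 gene symbol. A total of 18550 had exactly 1 symbol, 595 had several and 5270 had none. STAR, which brings cholesterol into mitochondria, shares its cluster with other symbols, so no value is given for it.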

The subsequent evaluation of gene expression data identified expression values for 20,423 annotated gene clusters (Table 1), which were further filtered (|FC| > 2; p < 0.05 and FDR q < 0.05) for the identification of differentially expressed genes (Fig. 2). This resulted in spotting of 1276 DEG between small and large luteal cells (Table 2). 

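SLC and LLC differed in 1237 annotated clusters, of which 528 were higher in LLC and 709 higher in SLC. ELAPOR1 (KIAA1324 in Table 2) had a signal of 8.66 ± 0.45 (SD, n = 4) in LLC and 2.85 ± 0.74 in SLC. This is a log2 fold difference of 5.81 (SE 0.35, limma adjusted p = 2.60e-05). PTHLH, which encodes parathyroid hormone-related protein, was 45.4-fold higher in LLC and the growth factor gene EREG 18.2-fold. The glutamate receptor gene GRIA1 (7.34 in LLC, 1.95 in SLC) and CALB2, of a calcium-binding protein (7.32 and 2.38), were near background in SLC. Olfactory receptors, taken as background, reached 2.27 in SLC and 2.35 in LLC at their 95th percentile, a limit chosen after the values had been seen. In 22 named genes the dimmer cell type lay below it, so their differences are approximate. Among these are GRIA1, MSR1, CD86, CDH1, IL7R, CTSL, PTGER4, HPGD and CYTIP. The differences of ELAPOR1, PRLR, CALB2, CYP19A1, IL10, CCL8 and TNF, not far above it, are approximate too. In SLC, the ribonuclease gene BRB was 15.3-fold higher (8.67 ± 0.32 against 4.73 ± 1.14), the chemokine genes CCL3 and CCL4 were 10.3-fold and 9.29-fold higher, and SCG2, a secretory granule protein gene, was 9.43-fold higher.
Among 12 granulosa lineage genes, 6 were higher in LLC and 2 in SLC at an adjusted p under 0.05 over all clusters, and 6 and 3 adjusted over the list alone (median 0.62, camera adjusted p = 0.0112, adjusted p = 0.219 with an estimated correlation). The nuclear receptor gene NR5A2 differed by 4.70 (SE 0.28), OXT by 3.68 (SE 0.38), the aromatase gene CYP19A1 by 3.21 (SE 0.26) and the follistatin gene FST by 2.92 (SE 0.25). INHA (-1.24) and GATM (-0.85) were higher in SLC. The mean of this list lay 0.97 above SLC in LLC replicate 4 and 1.30 to 1.42 above it in the other LLC arrays.
Of 9 theca lineage genes, 4 were higher in SLC, and adjusted over the list alone 5 were higher in SLC and 1 in LLC (median -0.72, camera adjusted p = 0.0178, adjusted p = 0.116 with an estimated correlation). They were INSL3, a hormone gene of theca cells (6.08-fold), PDGFRA (5.12-fold), PDGFRB (3.28-fold) and NR2F2 (2.03-fold, under 2 in 5 of the alternative settings). PDGFRA and PDGFRB are also markers of fibroblasts or pericytes.
Hormone receptors were split. Over all clusters 7 of 23 were higher in LLC and 4 in SLC, and adjusted over the list alone 11 and 5 (median 0.25, camera adjusted p = 0.0350, which was 0.0902 without LLC replicate 2; adjusted p = 0.230 with an estimated correlation). PRLR, the prolactin receptor, was at 7.71 in LLC and 2.33 in SLC, and PTGFR differed by 3.92 (SE 0.22), PGRMC1 by 1.68 and the growth hormone receptor gene GHR by 1.56. Higher in SLC were AGTR1 (-1.38, call lost in 2 of the alternative settings), EDNRA (-1.31, lost in 5), EDNRB (-0.96) and PTGER4 (-0.94). LHCGR differed by -1.17 (adjusted p = 0.0593), and by -1.58 (adjusted p = 0.00211) without LLC replicate 4.
For 11 genes of progesterone synthesis the median was 0.03 (camera adjusted p = 0.197), with 4 higher in LLC over all clusters and, adjusted over the list alone, 5 in LLC and 1 in SLC. Those over all clusters were LIPE (1.01, under the filter in 5 settings), FDX1 (0.81), CYP11A1 (0.45) and NPC1 (0.36). Of 17 genes of cholesterol synthesis, 10 were higher in LLC, and 10 adjusted over the list alone (median 0.37, camera adjusted p = 8.82e-05, adjusted p = 0.292 with an estimated correlation), such as FDFT1 (0.93) and TM7SF2 (0.80).
In 1185 of the DEG the 4 arrays of one cell type all lay above the 4 of the other. The filter picked the DEG on these same arrays, which favours such a separation. Over all clusters, without that choice, 22.4% were separated, where chance gives 2.86%.

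**Figure D1:**
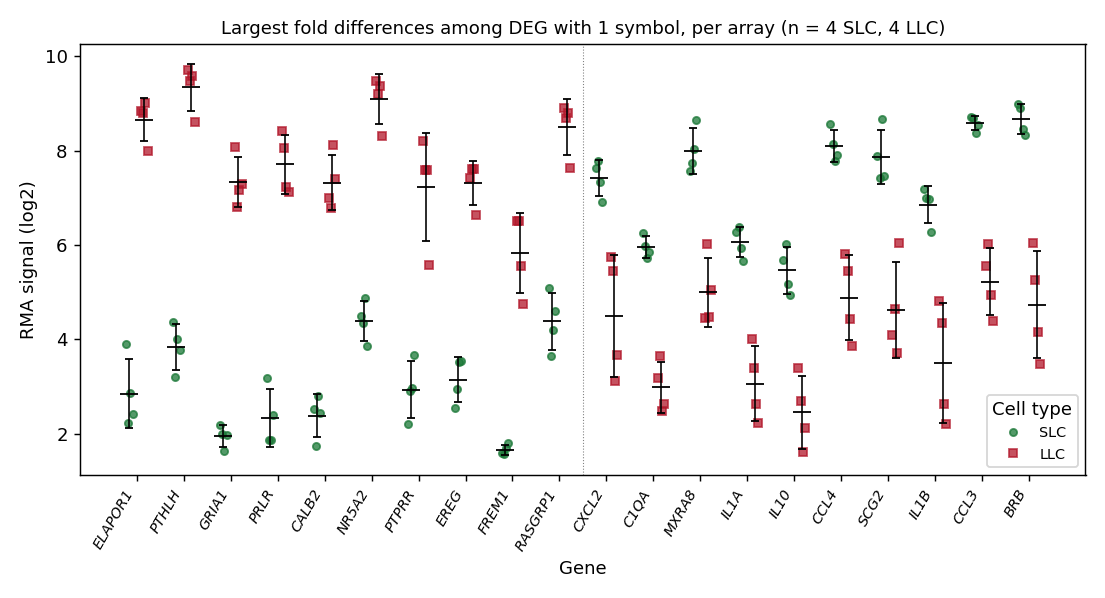
RMA signal on the log2 scale in each SLC array (circles) and LLC array (squares) for the 10 highest and the 10 lowest fold differences among DEG with 1 symbol and no overlap between the cell types. Horizontal marks and bars give the mean and SD of the 4 arrays.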

To visualize the expression of individual DEG an interactive heatmap was generated using an R package (shinyHeatmaply), which is provided as a supplementary html file. 

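Grouped by expression, the 8 arrays fell into SLC and LLC. With Euclidean distance and complete linkage over all clusters, the cut at 2 groups placed 8 of 8 arrays with their own type. The cell types joined at a height of 110.0, and the arrays within a type at 72.2 or below.
Principal component 1 held 59.8% of the variance. The SLC arrays lay between -44.4 and -36.9 on it, LLC replicates 1 to 3 between 36.1 and 54.4, and LLC replicate 4 at 17.9. Lymphatic endothelial markers, relative to the SLC mean, averaged 0.01 in LLC replicate 4 and -2.02 to -1.38 in the other LLC arrays. The lymphatic list has only 6 genes, and its SLC arrays themselves ranged from -0.78 to 0.67. Endothelial, pericyte and fibroblast markers did not follow it. LLC replicate 4 (-0.78, -0.95 and -1.36) lay within the range of the other LLC arrays for each of them. Macrophage markers did not follow either, at -1.48 in LLC replicate 4 and -1.42 to -1.01 in the others.

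**Figure D2:**
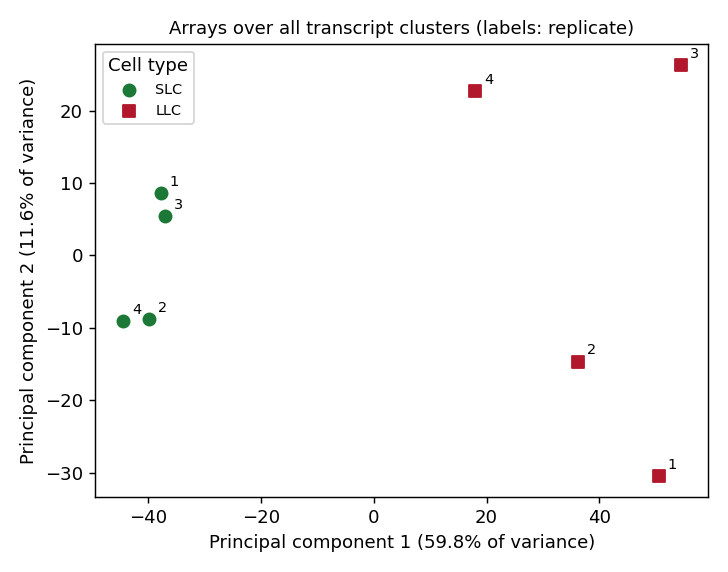
Position of each array on principal components 1 and 2 over all transcript clusters, labelled by replicate number. SLC (circles) and LLC (squares) lie apart on component 1, with LLC replicate 4 at 17.9 nearest to SLC.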

The IPA analysis resulted in the identification of 374 (Table 3) and 500 (Table 4) enriched canonical pathways and biological functions, respectively, for DEG. 

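Most molecules of the leading pathways were higher in SLC. For the pathway of lowest p in Table 3, Hepatic Fibrosis / Hepatic Stellate Cell Activation, 48 of its molecules were measured, of which 41 were DEG higher in SLC and 3 DEG higher in LLC. The counts were 29 and 2 of 33 for Granulocyte Adhesion and Diapedesis, 28 and 2 of 33 for Agranulocyte Adhesion and Diapedesis, 25 and 2 of 33 for the rheumatoid arthritis pathway of osteoblasts, osteoclasts and chondrocytes, and 17 and 6 of 27 for NF-κB Signaling. Examples higher in SLC were IL1B (10.2-fold) and IL10 (8.04-fold), while PRKCB, a protein kinase C gene, was higher in LLC (2.91). In 373 pathways, 460 of 492 distinct molecules were measured, 250 of them DEG higher in SLC and 157 DEG higher in LLC. This split is near that of all annotated DEG, 709 higher in SLC and 528 higher in LLC. The study chose these molecules as DEG on the same arrays, so their direction is not independent evidence.
Genes of the extracellular matrix were higher in SLC. Over all clusters and adjusted over the list alone, 24 of 42 collagen genes were higher in SLC and 1 in LLC (median -0.86, camera adjusted p = 1.10e-10, adjusted p = 0.114 with an estimated correlation). COL6A2 was 5.47-fold, COL6A1 5.18-fold and COL1A1 4.62-fold higher in SLC, and COL8A1 was higher in LLC (1.96). Of 40 matrix glycoproteins and proteoglycans, 32 were higher in SLC and 2 in LLC, and 34 and 2 adjusted over the list alone (median -1.29, camera adjusted p = 1.67e-13, adjusted p = 0.200 with an estimated correlation), with FBLN2 6.17-fold higher in SLC, and FBLN1 (1.90) and POSTN (1.48) higher in LLC. Of 31 matrix proteases and inhibitors, 21 were higher in SLC and 2 in LLC, with equal counts adjusted over the list alone (median -1.02, camera adjusted p = 2.91e-09, adjusted p = 0.116 with an estimated correlation). MMP2 was 5.09-fold higher in SLC, and the protease inhibitor gene SERPINE2 (16.3-fold) and CTSL (1.04, call lost in 6 settings) higher in LLC. Fibroblast markers, 10 of which stand on another list, moved with these genes. Of 15, 11 were higher in SLC and 1 in LLC, and 13 and 2 adjusted over the list alone (median -1.96, camera adjusted p = 3.11e-06, adjusted p = 0.236 with an estimated correlation).
Chemokines, cytokines, complement and MHC class II were also shifted to SLC. Of 34 chemokine genes, 15 were higher in SLC and 1 in LLC, and 19 and 1 adjusted over the list alone (median -0.83, camera adjusted p = 8.63e-07, adjusted p = 0.116 with an estimated correlation), with CCL8 6.62-fold and CXCL10 4.28-fold higher in SLC and XCL1 (2.25, call lost in 7 settings) higher in LLC. Of 23 cytokines and NF-κB targets, 14 were higher in SLC, and adjusted over the list alone 16 in SLC and 1 in LLC (median -1.09, camera adjusted p = 4.67e-08, adjusted p = 0.116 with an estimated correlation), such as TNF (4.54-fold). For complement the count was 14 of 22 higher in SLC and 16 adjusted over the list alone (median -1.20, camera adjusted p = 2.40e-10, adjusted p = 0.0771 with an estimated correlation), with C1QA 7.85-fold and C1QB 5.65-fold higher. For MHC class II and co-stimulation it was 9 of 20, and 10 adjusted over the list alone (median -0.78, camera adjusted p = 0.000208, adjusted p = 0.116 with an estimated correlation), with CD86 3.43-fold higher. Macrophage markers moved with these. Of 19, 15 were higher in SLC and 1 in LLC, with equal counts adjusted over the list alone (median -1.80, camera adjusted p = 3.41e-11, adjusted p = 0.114 with an estimated correlation). CD163 was 5.64-fold and MSR1 4.09-fold higher in SLC, and CYBB was higher in LLC (2.65).
Endothelial and pericyte markers were also higher in SLC. Of 22 endothelial markers, 13 were higher in SLC, and 21 adjusted over the list alone (median -1.13, camera adjusted p = 8.87e-09, adjusted p = 0.279 with an estimated correlation), such as CLDN5 (2.71-fold) and VWF (2.34-fold). Their mean lay at -2.09 in LLC replicate 3 and -0.94 to -0.73 in the other LLC arrays, and the median was -0.81 without it. For pericyte and smooth muscle markers the count was 8 of 16, and 10 adjusted over the list alone (median -0.77, camera adjusted p = 3.74e-06, adjusted p = 0.219 with an estimated correlation), with ACTG2 4.28-fold higher. Of 6 lymphatic endothelial markers, 1 (FLT4, 2.94-fold, call lost in 6 settings) was higher in SLC, and 5 adjusted over the list alone (median -1.35, camera adjusted p = 0.0713, which was 0.00957 without LLC replicate 4; adjusted p = 0.472 with an estimated correlation).

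**Figure D3:**
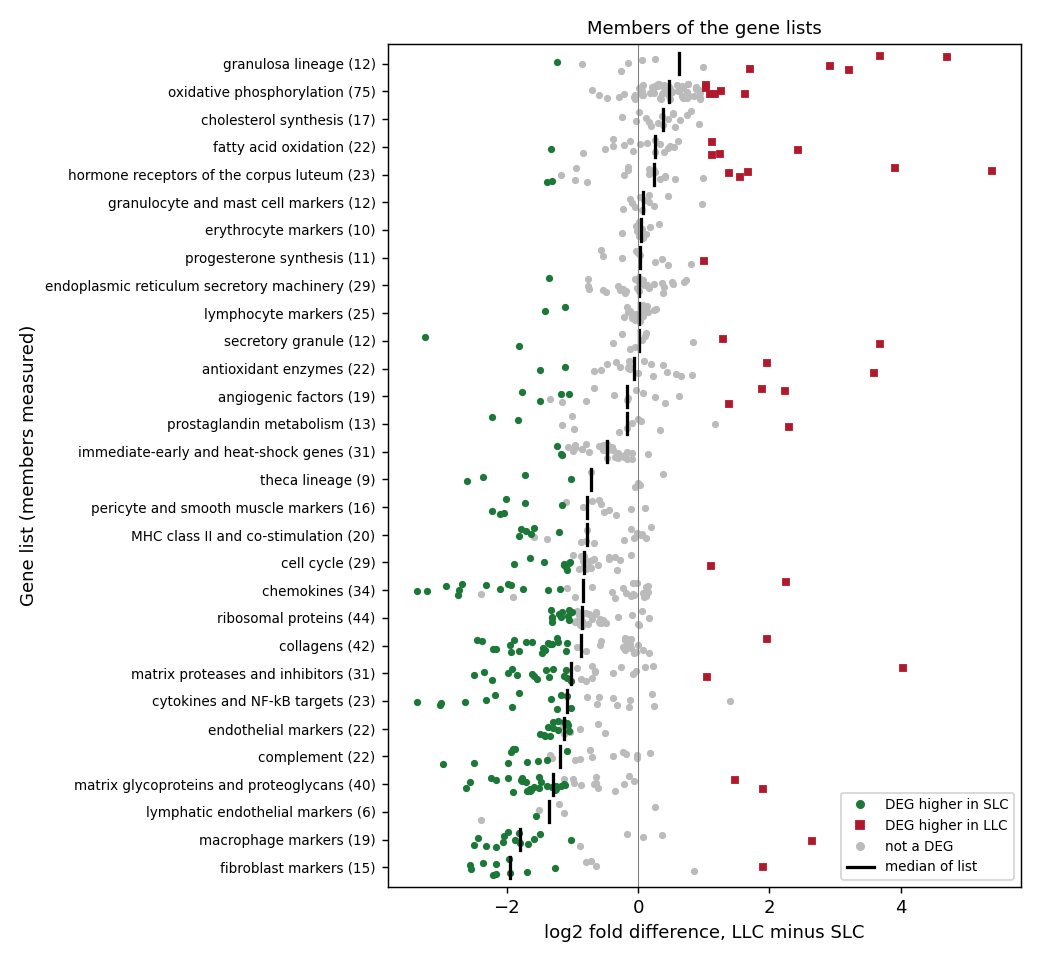
Log2 fold difference, LLC minus SLC, of each measured member of 30 gene lists, with the list's median as a bar. Coloured points passed the DEG filter, in circles where higher in SLC and squares where higher in LLC.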

Further, a protein protein interaction (PPI) network between DEG was also identified using networkAnalyst tool. 

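Of the 10 hub genes of highest degree in Table 5, 7 were DEG higher in SLC and 2 DEG higher in LLC. FN1, with 70 interactions in Table 6, had a signal of 9.61 ± 0.47 (SD, n = 4) in LLC and 10.99 ± 0.22 in SLC, a log2 fold difference of -1.38 (SE 0.22, limma adjusted p = 0.00209). Among its partners, 49 were DEG higher in SLC and 7 DEG higher in LLC. The adhesion molecule gene VCAM1 differed by -1.81 (SE 0.35, adjusted p = 0.00575), with 24 partners higher in SLC and 4 in LLC. The histone deacetylase gene HDAC1 was higher in LLC by 1.08 (SE 0.14, adjusted p = 0.000786), or 0.97 without LLC replicate 3, and the cadherin gene CDH1 by 2.11 (SE 0.16). The cytokine receptor gene IL7R differed by -1.41, the heat-shock gene HSPA1A by -1.17, and CEBPD by -0.97, just short of the fold filter. The signals of CDH1 in SLC (2.15) and of IL7R in LLC (1.51) lay below the background limit, so these 2 differences are approximate.
Ribosomal proteins made up 8 of the first 20 hubs. RPS16 differed by -1.21 and RPSA by -1.05. RPS3 was at 9.24 ± 0.05 in SLC and 8.24 ± 0.18 in LLC, with a fold at or under 2 in 7 of the alternative settings. Of 44 ribosomal protein genes in the fixed list, 37 were higher in SLC at an adjusted p under 0.05 over all clusters, 38 adjusted over the list alone and 11 past the DEG filter (median -0.85, camera adjusted p = 4.09e-20, adjusted p = 0.116 with an estimated correlation). Cell cycle genes were higher in SLC too, 24 of 29 against 1 in LLC (CCNE2), and 26 against 1 adjusted over the list alone (median -0.83, camera adjusted p = 1.23e-13, adjusted p = 0.0198 with an estimated correlation). MKI67, which marks dividing cells, was 3.13-fold and KIF20A 2.70-fold higher in SLC. Markers of macrophages, endothelial cells and fibroblasts moved the same way, so it stays open which cells divide. Of 31 immediate-early and heat-shock genes, which respond to tissue handling among other signals, 15 were higher in SLC and 21 adjusted over the list alone (median -0.48, camera adjusted p = 1.56e-08, adjusted p = 0.230 with an estimated correlation).
Of 427 hubs in Table 5, 405 were measured here, 251 of them DEG higher in SLC and 111 DEG higher in LLC. The study drew the network from DEG of these arrays, so the direction of hubs is not independent evidence.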

The hub genes were recognized based on “degree” and “betweeness” of interaction with other proteins in the PPI network (Tables 5 and 6).

**Fig. 1:**
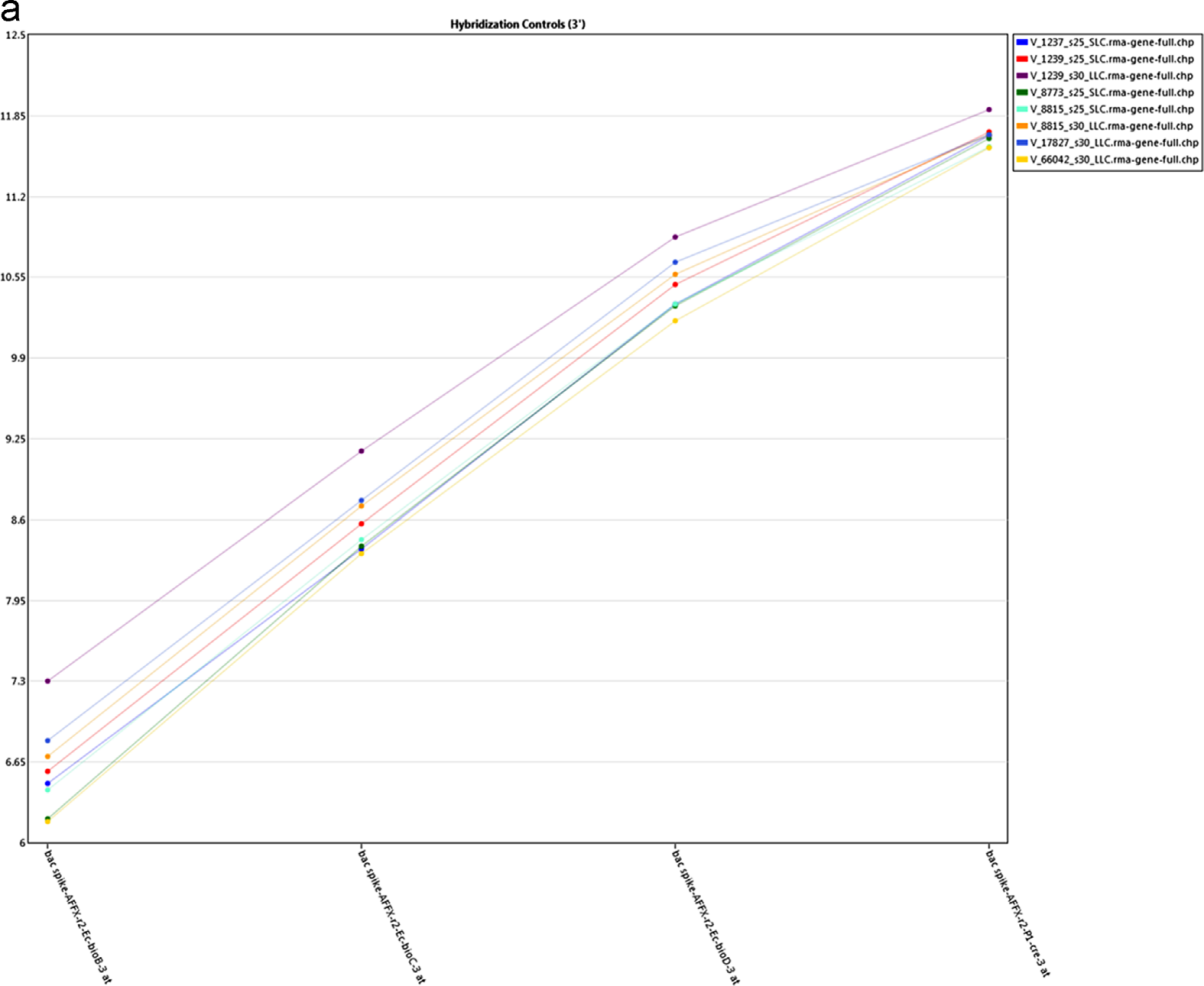

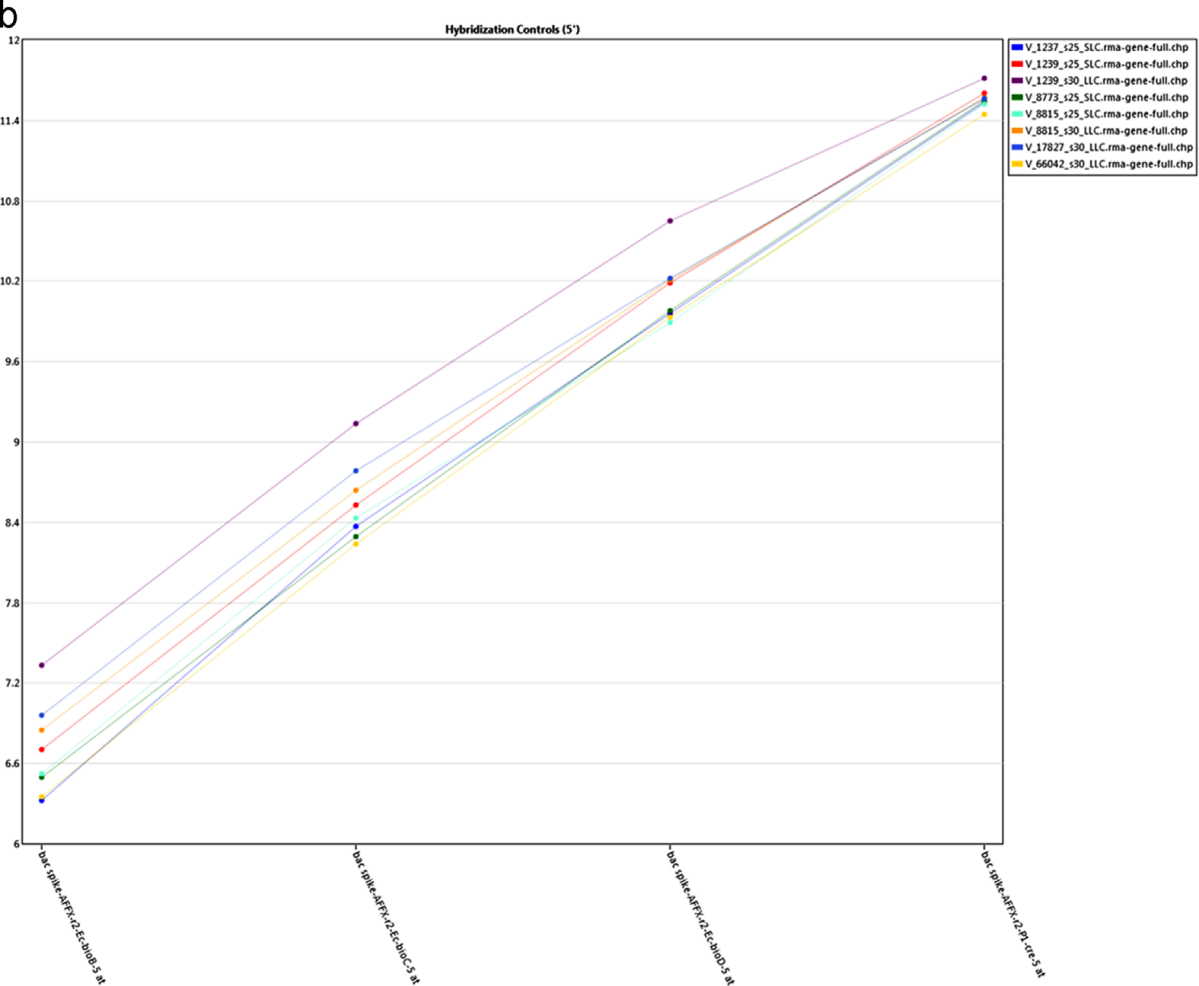

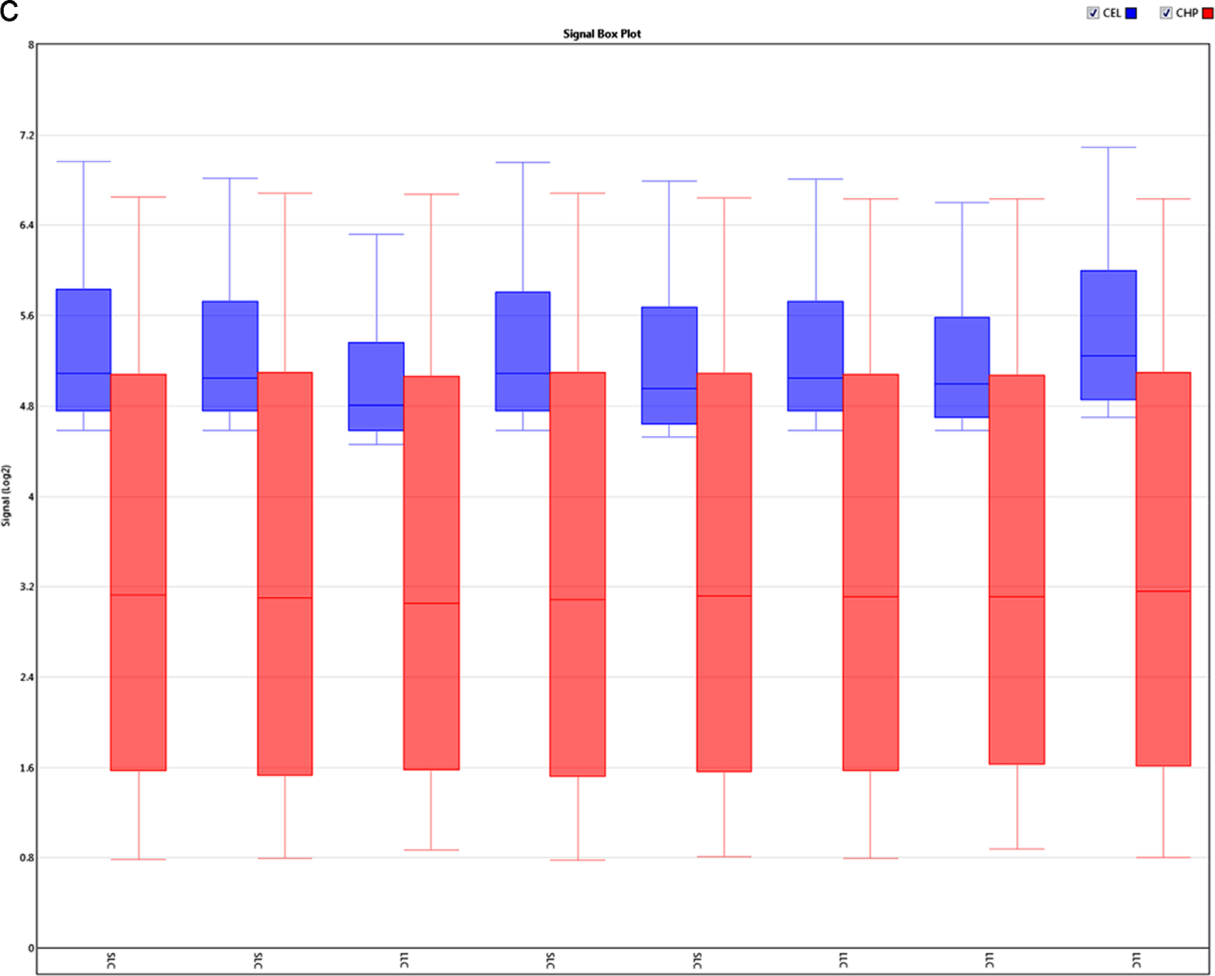
a: Signal data from 3′ hybridization controls from all samples. b: Signal data from 5′ hybridization controls from all samples. c: Signal box plots of array files before (CEL) and after (CHP) normalization.

**Fig. 2:**
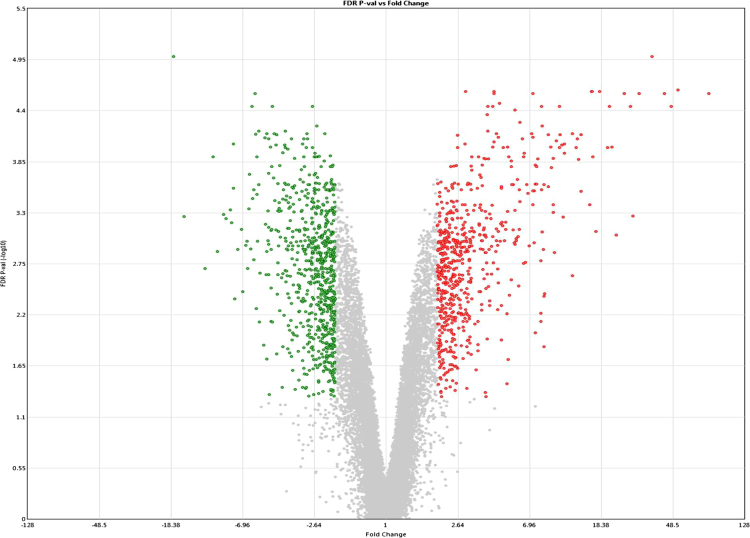
Volcano plot visualization of differentially expressed genes.

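The largest fold differences lay on the LLC side, although more DEG were higher in SLC. Above 4-fold, 119 annotated clusters were higher in LLC and 74 higher in SLC, and above 8-fold 36 and 6, or 33 and 6 with signals held at the background limit. GPX3, a glutathione peroxidase gene, was 12.1-fold higher in LLC, the growth factor gene VEGFA 4.72-fold and ACSL4, which activates fatty acids, 5.41-fold.
Many genes stood below the fold filter with small p. Of 75 genes of oxidative phosphorylation, 45 were higher in LLC and 3 in SLC at an adjusted p under 0.05 over all clusters, and 49 and 4 adjusted over the list alone, while 6 passed the DEG filter (median 0.47, camera adjusted p = 4.13e-12, adjusted p = 0.230 with an estimated correlation). Those 6 include NDUFA5 (1.27, SE 0.21) and COX7A2 (1.17, SE 0.12), and NDUFB10, COX7A1 and ATP5MC2 were higher in SLC. The mean of the list lay 0.21 above SLC in LLC replicate 4 and 0.49 to 0.59 above it in the other LLC arrays.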

## 2 Experimental design, materials and methods

Like in many species, CL of cows contain small and large luteal cells, which are derived from follicular granulosa and theca cells [5], [6]. The present study was designed to characterize the transcriptomes of SLC (n = 4) and LLC (n = 4) isolated from mid-cycle corpora lutea. Cows were synchronized by injecting 0.5 mg cloprostenol (PGF Veyx forte®). On Day 10 or 11 of the successive estrus cycle, mature CL was collected from the estrus synchronized animals via colpotomy. CL were immediately transferred into ice cold PBS and taken to the laboratory for washing and disaggregation. Next, CL were finely sliced and incubated in 1× Hank׳s solution containing 0.1% collagenase for 45 min at 37 °C with continued stirring. The dissociated cells were filtered through a stainless screen. The cells in the filtrate were transferred into a new collection tube and centrifuged to pellet the cells. The undigested tissue chunks present on the screen were again disaggregated until CL is completely dissociated. The dissociated luteal cells were subjected to a discontinues percoll gradient centrifugation to collect the enriched luteal cell fractions, containing small and large luteal cells. These mixed luteal cells were stained with Hoechst 33342 dye and sorted by FACS to collect the small and large luteal cell fractions, separately. The average diameter of isolated LLC and SLC were 31 ± 3 μm and 15 ± 2, respectively. RNA was isolated from the luteal cells using the RNeasy mini kit (Qiagen, Hilden, Germany) and subjected to transcriptome analysis using the GeneChip™ Bovine Gene 1.0 ST Array (Affymetrix®, Inc., Santa Clara, CA, USA). After analyzing the RNA quality using a bio analyzer instrument (Agilent technologies, ST Clara, CA, USA), RNA samples were amplified and labelled with GeneChip 3’amplification and one-cycle target labelling reagents as recommended by Affymetrix. Next, all the samples were hybridized overnight and gene expression signals were acquired using Affymetrix Gene Chip Scanner 3000. The acquired data were processed and analyzed using the Transcriptome Analysis Console 4.0 (TAC 4.0. affymetrix). DEG were identified using filter parameters, fold difference >|2|, ANOVA p < 0.05, and FDR q < 0.05. The enriched canonical pathways and biological functions were identified using the Ingenuity pathway analysis tool (IPA, Qiagen, Hilden). The “NetworkAnalyst” tool, accessible at www.Networkanalyst.ca, was used to construct a PPI network that was subsequently used for the identification of hub genes based on “degree” or “betweenness” of interaction with other proteins.

# Supplementary material for: mRNA microarray data of FACS purified bovine small and large luteal cells
**Source:** Data Brief. 2018 May 24;19:737–42. doi: 10.1016/j.dib.2018.05.029
**Supplement:** Supplementary file 2 — Supplementary material

**Quality parameters of microarray data:**

**Hybridization controls:**

Four external hybridization controls (AFFX-r2-Ec-BioB, AFFX-r2-Ec-BioC, AFFX-r2-Ec-BioD, AFFX-r2-P1-Cre) were added to the samples to evaluate the hybridization efficiency of microarray experiment. These controls should display an increasing signal values (AFFX-r2-Ec-BioB<AFFX-r2-Ec-BioC<AFFX-r2-Ec-BioD<AFFX-r2-P1-Cre), reflecting their relative concentrations, in order to pass the quality parameters. The TAC4.0 software will automatically read the hybridization control values and show the result as “Pass” or “Out” for all samples. All the samples in the current microarray experiment have been shown as “pass” with respect to hybridization controls.

**Signal box plots:**

Signals box plots can be generated to compare the array files before (CEL) and after (CHP) normalization of microarray experiment. A general rule to examining the signal box plots is to look for the individual arrays that are different from one another. The normalized probe set intensities are expected to be more similar compared to un-normalized intensities of different array files. Drawing the box plots before and after the normalization step allows checking the normalization step of microarray data. 

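After normalization the 8 arrays had close distributions. The median signal ranged from 3.13 in LLC replicate 1 to 3.24 in LLC replicate 4, the lower quartile from 1.62 to 1.70 and the upper quartile from 5.09 to 5.13, on the log2 scale. Signals before normalization were not analysed here.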

The current microarray data showed similar intensity values for the normalized data files (CHP), indicating no potential problems concerning the processing of microarray data.

# Supplementary material for: mRNA microarray data of FACS purified bovine small and large luteal cells
**Source:** Data Brief. 2018 May 24;19:737–42. doi: 10.1016/j.dib.2018.05.029
**Supplement:** Supplementary file 3 — Supplementary material

| Parameter | Value |
| --- | --- |
| main | NULL |
| xlab | NULL |
| ylab | NULL |
| row\_text\_angle | 0 |
| column\_text\_angle | 45 |
| dendrogram | both |
| branches\_lwd | 0.6 |
| seriate | OLO |
| colors | viridis(256) |
| distfun\_row | euclidean |
| hclustfun\_row | complete |
| distfun\_col | euclidean |
| hclustfun\_col | complete |
| k\_col | 2 |
| k\_row | 2 |
| limits | NULL |

*This heatmap visualization was created using shinyHeatmaply 2018-02-28 16:23:27*

How the deposited data were processed for this re-analysis (not part of the article)

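The 8 samples were RNA of SLC and LLC from mature bovine corpora lutea, each hybridised to 1 Affymetrix Bovine Gene 1.0 ST array. The deposited values are log2 signals that the authors made with RMA (version not given) in Transcriptome Analysis Console 4.0. They were used as deposited, with no further normalization or filter on dim clusters. The hybridization controls and the interactive heatmap were not analysed here.
Gene symbols came from the platform annotation. Of the clusters with exactly 1 symbol, 17996 were matched by gene number to the RefSeq annotation of ARS-UCD2.0, which changed no symbol. No gene was named from a cluster with several symbols. Where a symbol had several clusters, the one of highest mean was used, which left 18087 symbols, and no other cluster of a named gene went the other way past the filter.
The comparison of LLC with SLC used lmFit and eBayes of limma 3.58.1 in R 4.3.3, on all 8 arrays and without a replicate block, as the paper's text does not say that the replicate numbers pair samples of the same cow. All adjusted p for single genes are Benjamini-Hochberg values over the 24415 clusters. The count of DEG set beside the study's is over the 19145 clusters with a symbol, and a fold of exactly 2 does not pass. On simulated data of 24415 clusters with 50 changed clusters of each size, 1 of 50 was called at a fold of 1.5, 48 at 3, 48 at 4 and 50 at 8, 1 unchanged cluster was called, and of 31 lists only the shifted one. The simulated clusters varied independently of each other. In the real lists the estimated correlation reached 0.80, for endothelial markers, so the simulation does not show how often camera calls such lists wrongly.
The 31 gene lists were written before the data were examined, as were the rule for named genes and all alternatives but 2, though the study's Tables 2 to 6 had been read by then. Lists were tested with camera at a preset correlation of 0.01, over 1 cluster per symbol, with Benjamini-Hochberg adjustment over the lists.
Named genes were the 10 highest and 10 lowest fold differences among DEG with 1 symbol and separated cell types, the 10 hubs of highest degree in Table 5, up to 4 members of each list past the filter by the size of the moderated t (or up to 2 by fold where none passed), CYP11A1, HSD3B1, OXT, LHCGR and PTGFR, and up to 3 molecules of each of the 5 pathways of lowest p in Table 3. Other genes are named where a count was 5 or fewer, or for the highest signals in a group, and were chosen after their values had been seen.
Table 3 was read as 373 pathways and Table 4 as 497 functions, whose molecule names end early in 249 cells, so Table 4 was not used for counts of genes. Of Table 1, 1856 rows were read.
Alternatives were quantile normalization, subtraction of each array's median, a filter at the 40th percentile of the mean, the replicate number as a block, leaving out each array in turn, an intensity trend with robust eBayes, array weights, a t-test without moderation, no fold filter, treat against a fold of 2, other FDR families and clusters counted, an estimated inter-gene correlation, fry, the mean of all clusters of a symbol, and another distance for the clustering. Tukey biweight averages and the background limit were added after values had been seen.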

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

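No test here was chosen after its result was seen.
In 16 of 328 groups of 4 arrays, for genes named in the text, 1 array stood far from the other 3, where chance gives about 1 in 20. Of these, 11 were in LLC and 7 of them were LLC replicate 4, lower than the others each time. Its signals were 7.63 for RASGRP1 (8.69 to 8.90 in the other LLC arrays), 10.89 for PTGFR (11.31 to 11.37), 4.91 for CYP19A1 (5.91 to 6.11), 4.85 for PLA2G4A (5.86 to 6.01), 6.83 for VEGFC (7.91 to 8.03), 7.36 for NDUFS1 (7.91 to 7.99) and 2.60 for CD163 (3.31 to 3.45). In LLC replicate 3, ESAM was at 3.57 (4.33 to 4.35) and NR4A2 at 4.14 (4.89 to 4.93), and in LLC replicate 1 MSR1 was at 2.47 (2.24 to 2.27) and GATM at 3.26 (2.94 to 2.99). In SLC replicate 3, PRKCB was at 3.10 (4.30 to 4.47) and CXCL10 at 5.63 (6.04 to 6.10), in SLC replicate 4 LCP1 was at 4.55 (5.15 to 5.23) and NPC1 at 6.51 (6.75 to 6.78), and in SLC replicate 1 PDGFA was at 3.15 (3.68 to 3.69).
LLC replicate 4 lies between the other LLC arrays and SLC, at 0.630 of the way from the SLC mean to the mean of the other LLC arrays. After quantile normalization the position was 0.631, below 0.868 to 1.12 for the other LLC arrays. The deposited values had already been normalized across arrays, so this step could change little and cannot rule out an effect of the authors' normalization. Whether cells of the SLC sort in this sample account for it was not settled. The share of SLC signal that lifts the genes higher in SLC to their level there was 19.0%. This share predicts a deviation of -0.30 in the genes higher in LLC. The median deviation of those genes was -0.67, which lies -4.44 SD from the prediction, with an SD from only 3 arrays. Those 3 arrays themselves lay 0.17 to 0.33 above their own predictions, against an SD of 0.0816. The distance in SD therefore cannot show that such cells fail to account for LLC replicate 4. A contribution of such cells stays open, and no biological explanation was tested, since the labels give none.
Outside Table 2, 144 clusters with a symbol here passed the filter, and 55 without one, 37 of these higher in LLC and 18 higher in SLC. Of the 55, cluster 12915055 was at 5.64 ± 0.20 in SLC and 1.49 ± 0.37 in LLC (limma adjusted p = 9.87e-06, log2 fold difference -4.16), and cluster 12913579 was 2.64 higher in LLC. The dimmer signals lie below the background limit, so both differences are approximate.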

How the results depend on the processing

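Tukey biweight averages and the background limit were chosen after the data had been seen. The count of DEG stayed within 1.5 times of 1237 in every setting that kept a fold filter of 2 at adjusted p under 0.05, from 960 with a t-test without moderation at the same thresholds to 1536 without LLC replicate 4, with 1216 of the 1237 DEG shared in the latter. Leaving out 1 array gave 1063 to 1536 DEG, 472 to 684 of them higher in LLC and 572 to 852 higher in SLC. Without a fold filter 4364 passed (2095 higher in LLC, 2269 in SLC), as that filter is then absent, and tested against a fold of 2 itself 127 passed (87 and 40).
Whether the replicate numbers pair the samples stays open. The study sorted mixed luteal cells into both fractions, so SLC and LLC samples may come from the same cows. Deviations of arrays with the same number correlated at -0.13, -0.07, 0.17 and 0.01, and those with different numbers at -0.20 to 0.25. A block on the replicate number would miss a pairing in another order. With the replicate number as a block, 1267 DEG passed, the adjusted p was 0.0531 for the hormone receptor list and 0.0474 for lymphatic endothelial markers, and no other list or named gene changed its call.
The number of lists past the test fell from 19 to 1 with an estimated correlation, and was 18 to 20 without 1 array. Fry, which tests a list against no difference between the cell types and not against other genes, called 25. It added progesterone synthesis, prostaglandin metabolism, fatty acid oxidation, antioxidant enzymes, lymphocytes and granulocytes. The direction of the test reversed for 2 lists that were not called, secretory granule without LLC replicate 4 (median 0.00583, and -0.0588 to 0.0513 over all leave-outs) and endoplasmic reticulum after quantile normalization (median 0.0680). The cause was not tested. Leaving out 1 array left 6 to 10 of the first 10 hubs past the filter, 214 to 261 pathway molecules higher in SLC and 139 to 178 higher in LLC, and 99 to 110 named genes. The range of array medians, 0.11, was 0.01 after quantile normalization, which sets it. Of 2612 values of named genes under an alternative, 82 lost and 20 gained the call, with losses of RPSA, POSTN, CCNE2, ADM, GSTA2 and CYTIP in 1 setting each and of HSPA1A and HMOX1 in 2.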

Differences from the paper's values

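In the main fit, no count set beside the paper's differed from it by over 1.5 times. Of 106 genes set beside Table 2, 0 differed in direction or by more than the largest SD of the gene. Table 2 was made from the same arrays, and the SD is a wide limit for some genes, such as CXCL2 (1.30 in LLC). This comparison could therefore hardly fail and is no replication. The count of DEG was 1237, where the paper's value is 1276. All 1276 clusters of Table 2 had the same direction here, and 1135 passed the filter (47 of the 1276 have no symbol here). The other 141 had an adjusted p under 0.05 and a fold of 2 or less. Of the 1237 DEG, 144 are outside Table 2. With fold differences from Tukey biweight averages, chosen after seeing the values, 1246 annotated clusters passed, and 1261 of the paper's 1276, with or without a symbol here, which drops 15. Table 3 was read as 373 pathways, where the paper's text gives 374. In CEBPD, a hub that the paper lists among DEG, the fold was under 2 here (log2 fold difference -0.97) and above 2 without SLC replicate 2, SLC replicate 4 (-1.01) or LLC replicate 4 (-1.07), and with biweight averages (-1.04).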

Other observations

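The tests of a lower share of luteal cells and of Tukey biweight averages were chosen after the results had been seen. The tests of leukocytes and of other splits of the arrays were set before, that of leukocytes after the marker lists were seen.
Several groups of genes were split between the cell types. Of 19 angiogenic factors, 4 were higher in LLC and 6 in SLC, and 4 and 7 adjusted over the list alone (median -0.16, camera adjusted p = 0.269). VEGFA, VEGFC (1.89), ADM (1.39) and PDGFA (0.62) were higher in LLC, and PDGFD (-1.17) and PDGFC (-1.05, with a fold under 2 in 3 settings) in SLC. Of 13 genes of prostaglandin metabolism, 1 was higher in LLC and 3 in SLC, and 2 and 3 adjusted over the list alone (median -0.17, camera adjusted p = 0.197). PLA2G4A, which releases arachidonic acid, was higher in LLC (2.30), and PTGS2 (-2.23), the prostacyclin synthase gene PTGIS (-1.83) and HPGD (-0.97) in SLC. Of 12 secretory granule genes, 3 were higher in each, also adjusted over the list alone (median 0.01, camera adjusted p = 0.912), with OXT, PCSK5 (1.29) and PCSK1 (0.83) in LLC and SCG2, CPE (-1.81) and PAM (-0.39) in SLC.
For fatty acid oxidation, 8 of 22 genes were higher in LLC and 3 in SLC, and 8 and 4 adjusted over the list alone (median 0.25, camera adjusted p = 0.0714, which was 0.0402 after quantile normalization; adjusted p = 0.258 with an estimated correlation). ACAA2 (1.13) and ETFDH (1.13) were higher in LLC, and ACSL5 (-1.32), CPT1A (-0.51) and ECHS1 (-0.39) in SLC. Of 22 antioxidant enzymes, 6 were higher in LLC and 3 in SLC, and 7 and 5 adjusted over the list alone. Their median was -0.06 and the test pointed to LLC (camera adjusted p = 0.430), with SOD2 (1.97) higher in LLC and GSTA2 (-1.50), HMOX1 (-1.11) and GSTA4 (-0.56) in SLC. Of 29 genes of the secretory machinery of the endoplasmic reticulum, 5 were higher in LLC and 6 in SLC, and 6 and 8 adjusted over the list alone. Here the median was 0.01 and the test pointed to SLC (camera adjusted p = 0.610), and to LLC after quantile normalization. SSR4 (-1.35) was higher in SLC, and SRP14, SPCS1, SRP54, CANX and SPCS2 in LLC.
Markers of some other cell types were not called as lists by camera. Fry, which tests against no difference and not against other genes, called those of lymphocytes (adjusted p = 0.0494) and of granulocytes and mast cells (0.0342). Median levels below the background limit may hide differences. Of 25 lymphocyte markers, 2 were higher in SLC, IL7R and NKG7 (-1.11), also adjusted over the list alone, with a median of 0.01 while the test pointed to SLC (camera adjusted p = 0.499). Of 12 granulocyte and mast cell markers, 2 were higher in LLC, S100A8 (0.45) and CXCR2 (0.97), also adjusted over the list alone (median 0.07, camera adjusted p = 0.366). S100A8 lay below the background limit in both cell types (1.21 in SLC, 1.665 in LLC) and CXCR2 in SLC (1.655). IL7R and NKG7 lay below it in LLC. These 4 differences are therefore approximate, and that of S100A8 does not show expression in either cell type. Of 10 erythrocyte markers, limma called 0, also adjusted over the list alone, and 1 had an unadjusted p under 0.05 (median 0.04, camera adjusted p = 0.586). Among 711 olfactory receptors, 3 were higher in LLC (OR2T1, OR52E5 and OR7A90) and 1 in SLC (OR52K2), and 0 adjusted over the list alone, with 28 and 10 at an unadjusted p under 0.05 (median 0.05, camera adjusted p = 0.201).
Markers of macrophages, endothelial cells, pericytes and fibroblasts were higher in SLC (adjusted p = 0.114, 0.279, 0.219 and 0.236 with an estimated correlation). Leukocytes in the SLC sort may account for part of this. The signals were normalized across arrays and are not amounts per cell, and the study gives a larger diameter for LLC. A higher marker signal in SLC therefore does not by itself show more such cells in that sort. Over 29 further leukocyte genes, on no other list and 7 of them in Table 2, the median log2 fold difference was -0.67 (camera p = 1.49e-08, p = 0.0185 with an estimated correlation), with 18 higher in SLC and 1, CYTIP (2.15), in LLC. The highest signals in SLC were those of ARHGDIB (6.73 in SLC, 5.25 in LLC), GMFG (6.01, 3.91) and LCP1 (5.03, 3.24), though signals of different probes do not share one scale. Luteal and vascular cells may also express some of these genes. The study enriched luteal cells on a Percoll gradient and sorted by Hoechst dye, and its text names no step against leukocytes. A lower share of luteal cells that raises every other type alike was predicted to place the marker lists together. The medians of fibroblast and pericyte markers, the lowest and highest of 5 lists, lie 1.24 pooled SD apart. This gap cannot decide the question. A marker's fold also depends on its signal in luteal cells and its distance from background, and fibroblast markers include genes that SLC may express themselves. A share of other cells, with or without expression in SLC, stays open.
Of 35 splits of the 8 arrays into 4 and 4, only the real one, 1 of 35, reached its 1237 DEG by limma. The smallest p that an exact test over such splits can give is 0.0286, so chance is not excluded beyond that. The highest of the others was 0 DEG, and 339 annotated clusters at a fold above 2 and an unadjusted p under 0.05, where the real split had 1299. Every other split mixes the cell types within its groups, which widens their spread, so its 0 DEG do not measure chance.
The averages of Table 2 differ by up to 0.547 from the plain means of the deposited values. Tukey biweight averages, which give outlying arrays less weight, lie within 0.0122 of Table 2 for all of its clusters, which is consistent with such an average behind the paper's fold differences.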
